# Dataset for transcriptome and physiological response of mature tomato seed tissues to light and heat during fruit ripening

**DOI:** 10.1016/j.dib.2020.106671

**Published:** 2020-12-24

**Authors:** Elise Bizouerne, Benoit Ly Vu, Joseph Ly Vu, Jerome Verdier, Julia Buitink, Olivier Leprince

**Keywords:** Embryo, Endosperm, Heat, Fruit ripening, Light, Seed development, Tomato

## Abstract

Seed vigor is an estimate of how successfully a seed lot will establish seedlings under a wide range of environmental conditions, with both the embryo and the surrounding endosperm playing distinct roles in the germination behaviour. Germination and seedling establishment are essential for crop production to be both sustainable and profitable. Seed vigor traits are sequentially acquired during development via genetic programs that are poorly understood, but known to be under the strong influence of environmental conditions. To investigate how light and temperature have an impact on the molecular mechanisms governing seed vigor at harvest, RNA sequencing was performed on *Solanum lycopersicum* cv. Moneymaker seed tissues (i.e. embryo and endosperm) that were dissected from fruits that were submitted to standard or high temperature and/or standard or dim light. The dataset encompassed a total of 26.5 Gb raw data from mature embryo and endosperm tissues transcriptomes. The raw and mapped reads data on build SL4.0 and annotation ITAG4.0 are available under accession GSE158641 at NCBI Gene Expression Omnibus (GEO) database. Data on seed vigor characteristics are presented together with the differentially expressed gene transcripts. GO and Mapman annotations were generated on ITAG4.0 to analyse this dataset and are provided for datamining future datasets.

## Specifications Table

**Table:** 

Subject	Biological sciences
Specific subject area	Omics: Transcriptomics Plant Science: Plant Physiology
Type of data	Table Figure
How data were acquired	High-throughput RNA sequencing using BGISEQ-500
Data format	Raw reads (FASTQ) filtered and analysed with statistical tests. Percentages and speed of germination.
Parameters for data collection	Total RNA was extracted from isolated embryo and endosperm tissues of mature *Solanum lycopersicum* (cv Money Maker) seeds that were harvested at 70 days after flowering (DAF) from fruits that were ripened *ex planta* from the breaker stage (63 DAF) onwards under standard temperature (23 °C day/ 20 °C night) or high temperature (32 °C/26 °C) and under standard light regime (16 h photoperiod, 300 µE m^2^ s^−1^) or dim light (16 h photoperiod, 25 µE m^2^ s^−1^). Seed vigor was assessed during imbibition at 20 °C in the dark in water, 71 mM NaCl or a polyethylene glycol solution (PEG 8000) both corresponding to −0.3 MPa.
Description of data collection	RNA sequencing of total RNA followed by mapping and bioinformatic analysis for differential gene expression and gene set enrichment analyses. Germination data.
Data source location	Institution: Institut de Recherche en Horticulture et Semences, INRA City: Beaucouzé Country: France
Data accessibility	Repository name: NCBI GEO Data identification number: GSE158641 Direct URL to data: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE158641https://data.mendeley.com/datasets/6h44fvz8×9/1

## Value of the Data

• This is a tissue-specific seed transcriptome dataset for tomato obtained from fruits that were ripened ex planta under four environmental conditions (high/standard temperature and standard/low light intensity).
• These data are a useful resource for the scientific community studying the developmental programs of various seed tissues and working on the effect of maternal environments on seed vigor. Annotation files of Gene Ontology or Mapman format are provided for the recently published SL4.0 genome version and can be used for enrichment analysis and data mining.
• These data provide new insights on tissue-specific molecular processes affected by heat and light leading to defects in seed vigor. They allow the identification of candidate genes as well as molecular markers that might predict seed vigor on tomato.
• The dissection of seeds into embryo and endosperm will contribute to decipher what the underlying molecular events are in the different tissues that determine seed vigor.

## 1 Data Description

This article presents a dataset of mRNA sequencing transcriptome profiling from isolated embryo and endosperm tissues of mature tomato (*Solanum lycopersicum* cv. Moneymaker) seeds that were isolated from fruits that were ripened *ex planta* from breaker stage onwards under standard or a combination of stressful conditions. Information on the experimental design of the study is shown in Fig. 1. 

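Seeds of tomato cv. Moneymaker were taken at 70 days after flowering from fruits that had been detached at the breaker stage, at 63 days after flowering, and ripened for 7 days in a growth chamber. The breaker stage is the point at which the green fruit begins to colour. Standard temperature (ST) was 23 °C by day and 20 °C by night, and high temperature (HT) was 32 °C and 26 °C. High light (HL) was 300 µE and dim light (DL) was 25 µE, both with a photoperiod of 16 h. Each combination is named by temperature and light, as in ST_HL for the standard condition. RNA from dissected embryos and from dissected endosperm, the storage tissue around the embryo, was sequenced as 26 libraries, 14 of embryo and 12 of endosperm. The labels and Table 2 list 4 replicates for ST_HL embryo and HT_DL embryo and 3 for each of the other groups. The methods text gives 3 replicates of 10 seeds, taken from 2 fruits per replicate.

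The authors mapped the reads with Salmon on the ITAG4.0 transcripts of the SL4.0 genome build and deposited the expected counts, that is the estimated number of reads per transcript, for 33976 Solyc IDs in each library. The values are not scaled between libraries, and 10.5% of them are not whole. They were rounded to whole counts before any test. In the embryo, the total count per library had a median of 20820771.5 for ST_HL (20639188 to 21179834), 20821752 for ST_DL (20799550 to 20872492), 20595174 for HT_HL (20450644 to 20771996) and 21046042 for HT_DL (20752017 to 21519318). In the endosperm, the median was 20920735 for ST_HL (20885467 to 21174413), 21008301 for ST_DL (20775525 to 21019257), 21031709 for HT_HL (20999028 to 21111227) and 20850502 for HT_DL (20718450 to 21038102). Because the totals are this close, depth sets nearly the same counting error in every library. A chi-square test of the counts of each of the 30 pairs of replicates gave between 4.03 and 117.4 per degree of freedom, so no pair looks like 1 library sequenced again. The lowest value was that of ST_DL endosperm replicates 2 and 3, against 16.44 and 20.06 for the other pairs of that condition. The test cannot tell whether 2 libraries came from the same RNA or fruits. Each library was counted as 1 replicate, as labelled.

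The counts were normalized by edgeR's TMM method, and genes with low counts were removed by its expression filter. Each stressful condition was compared with ST_HL by edgeR's quasi-likelihood test in a fit of all libraries of the tissue. The fit shares a gene's spread among the 4 conditions. The paper used DESeq2, which is run here as an alternative. Genes are named by their Solyc IDs, because none of the IDs matched the table of gene names used here.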

The four environmental conditions were 1) standard temperature (ST) of 23 °C/20 °C and standard light, 300 µE m^2^ s^−1^, hereafter referred to as high light (HL), 2) ST and dim light (DL, 25 µE m^2^ s^−1^), 3) high temperature (32 °C/26 °C) and HL, and 4) HT and DL. The effects of the different fruit maturation environments on final seed vigor traits are shown in Table 1. Table 2 shows the quality of the transcriptome data and the mapped sequences on the reference tomato transcriptome build SL4.0 and annotation ITAG4.0 that is available at the Solgenomics website (ftp://ftp.solgenomics.net/tomato_genome/annotation/ITAG4.0_release/ [1]). 

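Summed over the 33976 IDs, the rounded counts had a median of 20878979.5 per library and a range from 20450644 to 21519318. Of the IDs, 4158 had no count in any library. Between 17023 and 19034 genes per embryo library, and between 17811 and 18746 per endosperm library, had at least 10 counts. The 4 replicates of ST_HL embryo had 17368, 18972, 18957 and 17494 such genes, and those of HT_DL embryo had 17350, 18811, 19034 and 17193, a wider spread than the 17023 to 17211 of ST_DL embryo or the 17092 to 17472 of HT_HL embryo. The 10 most abundant genes took between 7.34% and 11.5% of a library's counts.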

On average 21 million reads out of the 25 million read sequenced per sample were mapped on the reference transcriptome (Table 2). Sequencing quality was checked using FastQC mean quality scores (Fig. 2). All samples displayed high quality scores with Phred scores around 35. 

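In the embryo, 19253 genes passed the filter and were tested. A gene was called a DEG when its Benjamini-Hochberg adjusted p was below 0.05 and its absolute log2 fold change above 1, the thresholds of the paper's methods. HT_HL gave 275 up-regulated and 657 down-regulated DEGs against ST_HL, with 3 libraries against 4. ST_DL gave 18 up and 95 down, also with 3 against 4. HT_DL gave 0 DEGs with 4 against 4, where the smallest adjusted p from edgeR's quasi-likelihood test was 0.384 and 1004 genes had an unadjusted p below 0.05, 529 of them higher and 475 lower. On the same libraries DESeq2 called 0 up and 5 down, and voom 0 up and 1 down.

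The replicates of ST_HL and HT_DL embryo did not lie together. On the first principal component of the embryo libraries, which held 64.3% of the variance, replicates 2 and 3 of ST_HL had scores of 121 and 126 and replicates 1 and 4 had -51.0 and -43.5. Replicates 2 and 3 of HT_DL both had 124, and replicates 1 and 4 had -49.2 and -51.9. The 3 libraries each of ST_DL and HT_HL lay between -65.6 and -27.4. The common biological coefficient of variation in the embryo fit was 0.365.

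**Figure D1:**
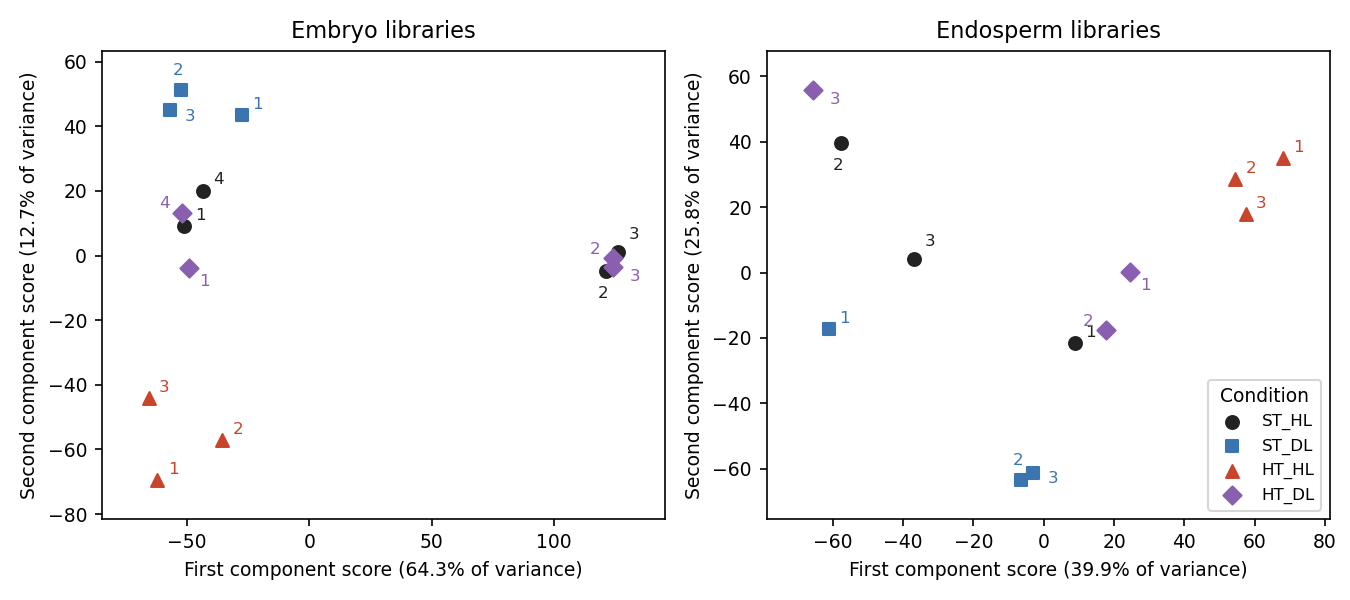
Scores of the 14 embryo libraries (left) and the 12 endosperm libraries (right) on the first and second principal components of log2 CPM (counts scaled to the library size), with 1 point per library, marked by condition and replicate number. Replicates 2 and 3 of ST_HL and of HT_DL embryo lie at 121 to 126 on the first component, and all other embryo libraries at or below -27.4.

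The numbers of DEGs moved with single libraries and with the tool. For HT_HL against ST_HL, leaving out HT_HL replicate 1 gave 80 up and 140 down, leaving out ST_HL replicate 3 gave 162 up and 355 down, and leaving out ST_HL replicate 2 or 1 gave 411 or 1039 down. For ST_DL, the numbers were 5 up and 17 down without ST_DL replicate 1, 4 and 12 without ST_DL replicate 2, 8 and 18 without ST_DL replicate 3, 3 and 33 without ST_HL replicate 2, and 8 and 45 without ST_HL replicate 3. Without ST_HL replicate 4 there were 10 up. HT_DL stayed at 0 without any of its libraries. DESeq2 on the same libraries gave 364 up and 1551 down for HT_HL and 81 and 688 for ST_DL. A fit of the libraries of HT_HL and ST_HL alone with the replicate number as a block, chosen after the data were seen, gave 0 and 0, and DESeq2 without the fold threshold gave 2585 and 2741. For HT_DL, where replicates with the same number deviated together, the same blocked fit gave 0 up and 5 down.

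Solyc08g062340.3.1 was up-regulated by heat and down-regulated by dim light. It had 45.8 ± 20.9 CPM (counts scaled to the library size; SD, n = 4) in ST_HL and 323 ± 60.9 (SD, n = 3) in HT_HL, a log2 fold change of 2.82 (standard error 0.51, adjusted p = 0.0046 from edgeR's quasi-likelihood test). In ST_DL it had 4.92 ± 0.29 (SD, n = 3), a log2 fold change of -3.22 (standard error 0.58, adjusted p = 0.0187, same test). The first call was lost in 1 of 18 alternatives and the second in 5 of 18. Solyc09g091600.4.1 had 18.2 ± 4.40 CPM in ST_HL and 0.789 ± 0.237 in HT_HL, a log2 fold change of -4.51 (standard error 0.61, adjusted p = 0.00139, same test), and this call was lost in 1 of 18 alternatives. Solyc12g094620.3.1 had 58.6 ± 18.3 CPM in ST_HL and 229 ± 107 in ST_DL, a log2 fold change of 1.96 (standard error 0.41, adjusted p = 0.032, same test), a call lost in 7 of 18 alternatives.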

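In the endosperm, 19185 genes were tested with 3 libraries per condition, and the common biological coefficient of variation was 0.219. Replicates lay apart here too, on a first principal component with 39.9% of the variance. Replicates 1 to 3 had scores of 24.5, 17.6 and -65.5 in HT_DL, 8.88, -57.7 and -36.9 in ST_HL, and -61.2, -6.41 and -3.13 in ST_DL. The HT_HL libraries lay between 54.5 and 68. HT_HL gave 609 up-regulated and 513 down-regulated DEGs against ST_HL, ST_DL gave 53 and 166, and HT_DL gave 68 and 47. DESeq2 on the same libraries gave 615 and 656 for HT_HL, 59 and 251 for ST_DL, and 150 and 109 for HT_DL. For HT_HL, DESeq2 without the fold threshold moved the numbers most, to 2673 and 2244, and the share of duplicate reads as a covariate lowered them most, to 185 and 160. That share was 61.7% to 63.2% in the ST_HL libraries and 63.6% to 64.4% in the HT_HL libraries. The covariate can therefore take up part of the effect of the condition.

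For HT_HL, leaving out HT_HL replicate 1 gave 395 up and 254 down, and leaving out ST_HL replicate 3 gave 335 down. The up-regulated DEGs of ST_DL fell to 35, 28 or 30 without ST_DL replicate 1, 2 or 3, and to 32, 28 or 28 without ST_HL replicate 1, 2 or 3. Its down-regulated DEGs fell to 95, 55 or 60 without ST_DL replicate 1, 2 or 3, and to 80 without ST_HL replicate 2. For HT_DL, 22 up and 7 down were left without ST_HL replicate 1, 1 and 3 without ST_HL replicate 2, and 11 and 7 without HT_DL replicate 2. Up-regulated DEGs of HT_DL were 12 without ST_HL replicate 3 and 14 without HT_DL replicate 1, and down-regulated ones 27 without HT_DL replicate 3. A fit of the HT_DL and ST_HL libraries alone gave 0 up and 2 down.

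Solyc08g062340.3.1 followed light and temperature in the endosperm as well. It had 50.6 ± 31.8 CPM (SD, n = 3) in ST_HL and 2.55 ± 0.285 in ST_DL, a log2 fold change of -4.30 (standard error 0.63, adjusted p = 0.00616 from edgeR's quasi-likelihood test), and all 17 alternatives called it. In HT_HL its log2 fold change was 2.00 (standard error 0.53, adjusted p = 0.0199, same test).

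**Figure D2:**
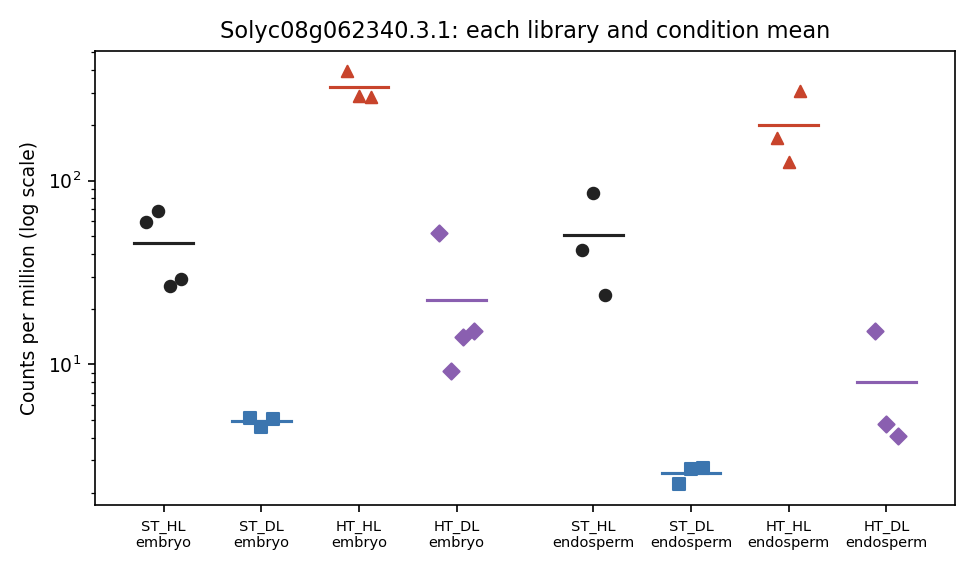
CPM of Solyc08g062340.3.1 on a log scale, with 1 point per library and a line at the mean of each condition, for 4 conditions in 2 tissues. In the embryo the ST_DL libraries lie between 4.58 and 5.14 and the HT_HL libraries between 285 and 393.

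Solyc07g017950.3.1, which Table S2 places among the genes of the small subunit of RuBisCo, fell from 26.7 ± 23.5 CPM in ST_HL to 1.12 ± 0.62 in HT_HL, a log2 fold change of -4.56 (standard error 1.48, adjusted p = 0.0444 from edgeR's quasi-likelihood test). The call was lost in 8 of 17 alternatives, and the 3 ST_HL libraries had 5.37, 51.9 and 22.8. Replicates 1 to 3 had 2.78, 3.35 and 91.2 in HT_DL and 36.6, 7.82 and 8.04 in ST_DL. Its level thus varied widely between replicates, and 1 library under heat and dim light exceeded all of ST_HL. The small subunit is encoded by a gene family, so reads could be divided among its members by the counting. From gene lists made with DESeq2 at these thresholds, the paper states the number of DEGs for each tissue and environment and passes the lists on to its test of GO terms.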

The number of up- or down-regulated genes (DEGs) between standard maturation condition (standard temperature (ST) + high light (HL)) and stressful environments (ST + dim light (DL), high temperature (HT) + HL and HT + DL) are shown in Table 3. GO and Mapman annotations of ITAG4.0 were generated and are provided in Table S1 and Table S2, respectively. 

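The annotation tables were used here in part. The first 2000 of the 34075 rows of Table S1 cover 513 IDs with no assigned chromosome (numbered 00) and 1487 IDs of chromosome 1. Of these 2000 IDs, 1911 are in the count table. At least 1 GO term is given for 1315 of them (65.8%), with a median of 8 terms per annotated ID. The first 1999 of the 36900 rows of Table S2, which is ordered by functional bin and not by gene, hold 1561 IDs, of which 1536 are in the count table. No test of a gene set was run on these parts, since they are not a random sample of the annotation.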

Enriched GO terms for up- and down- DEGs between standard ripening condition and stressful environments are shown in Fig. 3 for the embryo and Fig. 4 for the endosperm.

**Fig. 1:**
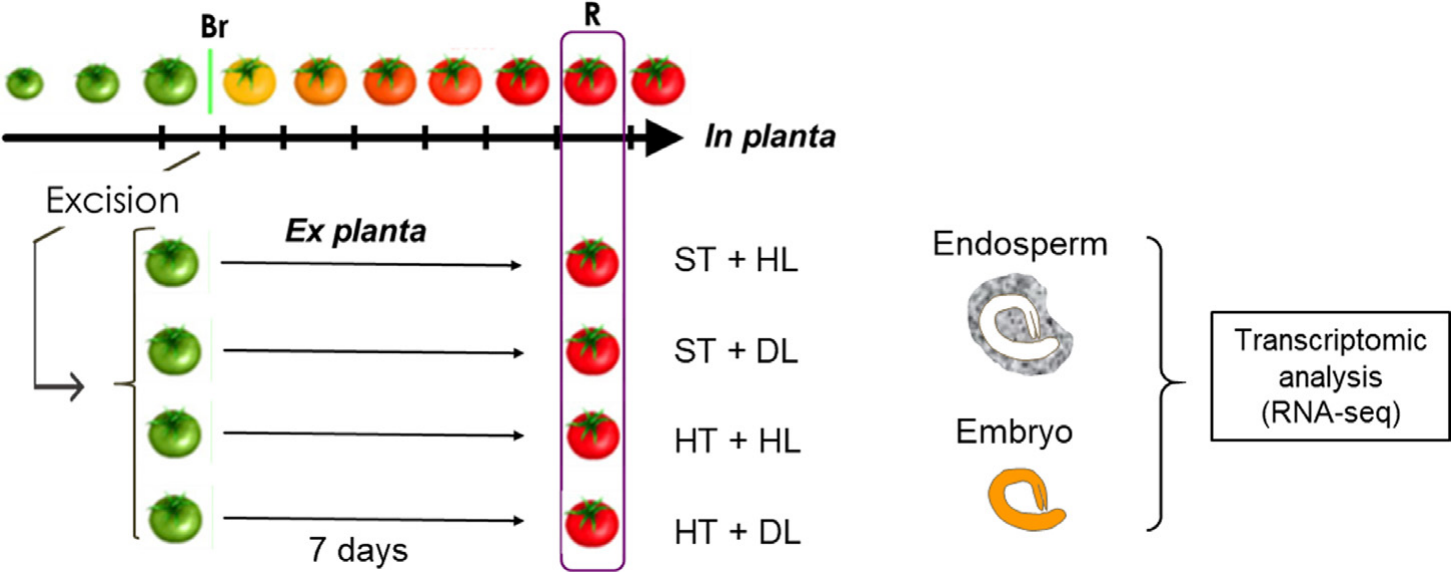
Experimental design. Fruits at breaker stage (i.e 63 DAF) were collected from plants grown in the greenhouse and transferred to growth chambers with 4 different environments: After 7 days, seeds were collected for physiological tests and seed tissues were dissected for RNA-sequencing. HT, high temperature; Br, breaker; DAF, days after flowering; DL, dim light; HL = high light; R, red. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article.)

**Table 1:** Vigor characteristics of seeds extracted from fruits that ripened *ex planta* at different temperature and light conditions. After drying, seeds were imbibed in the dark at 20 °C in water, 71 mM Nacl or a PEG 8000 solution corresponding to −0.3 MPa. Data are the mean of three replicates of 50 seeds. Values in brackets represent standard deviation. DL = dim light; HL, high light; HT, high temperature; ST, standard temperature, t50, time of imbibition necessary to reach 50% germination).

Vigor trait	ST_HL	ST_DL	HT_HL	HT_DL
Germination H_2_O	98.0 (2.0)	86.0 (2.0)	78.7 (3.1)	86.0 (4.0)
Speed of germination (t50, d)	2.8 (0.1)	3.7 (0.1)	3.0 (0.1)	2.7 (0.2)
Germination −0.3 MPa	31.3 (8.1)	6.7 (4.2)	1.3 (1.2)	3.3 (2.3)
Germination 71 mM NaCl	23.3 (7.0)	16.0 (2.0)	14.0 (5.3)	12.0 (5.3)

**Table 2:** Summary of mapping information performed with SALMON and FastQC. End, endosperm; Em, embryo, DL = dim light; HL, high light; HT, high temperature; ST, standard temperature.

Sample Name	% Aligned	M Aligned	% Dups	% GC	M Seqs
HT_DL_Em_1	82.00%	20.7	64.60%	42%	25.2
HT_DL_Em_2	83.60%	20.9	51.10%	43%	25.0
HT_DL_Em_3	84.80%	21.5	61.90%	43%	25.3
HT_DL_Em_4	83.60%	21.1	65.40%	43%	25.2
HT_DL_End_1	82.70%	20.7	64.60%	42%	25.0
HT_DL_End_2	82.30%	20.8	62.80%	42%	25.3
HT_DL_End_3	83.10%	21.0	62.60%	42%	25.3
HT_HL_Em_1	81.60%	20.5	62.30%	42%	25.2
HT_HL_Em_2	81.60%	20.7	60.50%	42%	25.4
HT_HL_Em_3	80.80%	20.4	62.80%	42%	25.2
HT_HL_End_1	82.90%	21.1	63.60%	42%	25.4
HT_HL_End_2	83.40%	21.0	64.00%	42%	25.2
HT_HL_End_3	82.50%	20.9	64.40%	43%	25.4
ST_DL_Em_1	83.40%	20.8	57.10%	43%	24.9
ST_DL_Em_2	82.70%	20.8	59.70%	42%	25.2
ST_DL_Em_3	83.30%	20.8	66.90%	42%	24.9
ST_DL_End_1	82.10%	20.7	64.40%	42%	25.3
ST_DL_End_2	82.70%	21.0	64.50%	42%	25.4
ST_DL_End_3	82.60%	21.0	64.50%	42%	25.4
ST_HL_Em_1	81.90%	20.6	53.20%	42%	25.1
ST_HL_Em_2	83.30%	21.1	60.70%	42%	25.4
ST_HL_Em_3	83.20%	20.8	51.70%	43%	25.0
ST_HL_Em_4	82.10%	20.8	62.80%	42%	25.3
ST_HL_End_1	82.30%	20.8	62.60%	42%	25.3
ST_HL_End_2	83.40%	21.1	63.20%	42%	25.3
ST_HL_End_3	82.60%	20.9	61.70%	42%	25.3

**Fig. 2:**
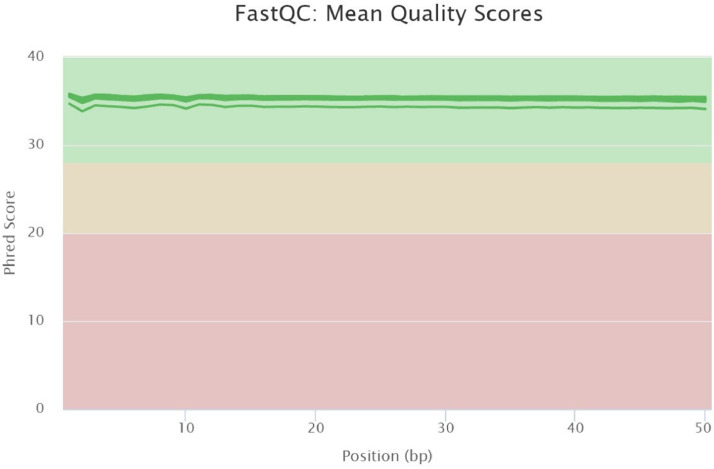
Overview of the range of quality values across all bases at each position in the fastq files obtained from FastQC.

**Table 3:** Number of differentially expressed genes (DEGs) in embryo and endosperm tissues in different light/temperature conditions compared to standard conditions. Number of DEGs were identified using the DEseq2 algorithm with a Benjamini-Hochberg p-value adjustment threshold set at 0.05 to control false positive rate. DL = dim light; HL, high light; HT, high temperature; ST, standard temperature.

		HT_HL / ST_HL	ST_DL / ST_HL	HT_DL / ST_HL
Embryo	up	358	82	1
	down	1561	692	6
Endosperm	up	610	60	153
	down	657	253	113

**Fig. 3:**
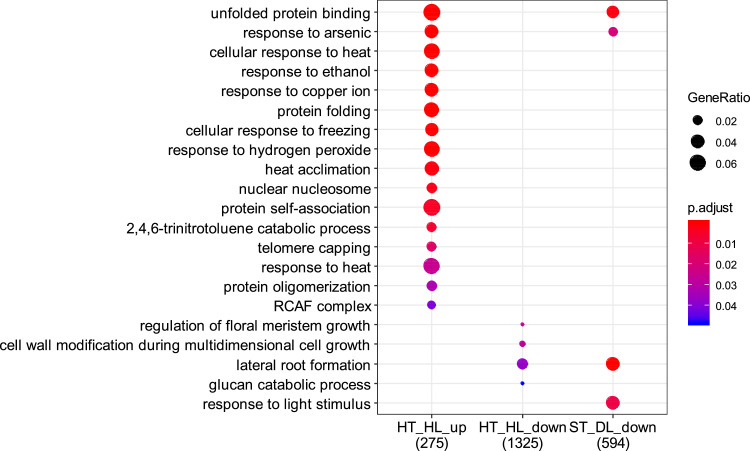
Major overrepresented biological functions of DEGs in in the embryo of seeds from fruits ripened under different light/temperature conditions compared to standard conditions. Enriched GO Terms were identified using ClusterProfiler algorithm with a hypergeometric test and a Bonferroni *p*-value adjustment threshold was set at 0.05 to control false positive rate. DL = dim light; HL = high light; HT = high temperature; ST = standard temperature.

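Within the part of Table S1 used here, 15 IDs carry the GO term response to heat, which Fig. 3 shows for the genes up-regulated in HT_HL embryo, and 8 of them were tested. In HT_HL against ST_HL embryo, 5 were higher and 3 lower, with a median log2 fold change of 0.23, and 1 was a DEG. This gene, Solyc01g066560.3.1, had 5.10 ± 0.691 CPM (SD, n = 4) in ST_HL embryo and 10.5 ± 1.66 (SD, n = 3) in HT_HL embryo, a log2 fold change of 1.04 (standard error 0.19, adjusted p = 0.00427 from edgeR's quasi-likelihood test). It was lost in 3 of 18 alternatives, with log2 fold changes from 0.91 to 1.19. For lateral root formation, a term of the down-regulated genes, 5 IDs were tested and none was a DEG. Of these, 4 were lower in HT_HL, with a median log2 fold change of -0.62, and 3 were lower in ST_DL, with a median of -0.64. For unfolded protein binding, 4 IDs were tested, with a median log2 fold change of 0.098 in HT_HL and -0.19 in ST_DL and no DEG. For protein folding, 2 IDs were tested in HT_HL, 1 higher and 1 lower, and for response to light stimulus 6 in ST_DL, 3 higher and 3 lower, with no DEG among them. These few genes describe the part of the annotation at hand and do not measure the enrichment.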

**Fig. 4:**
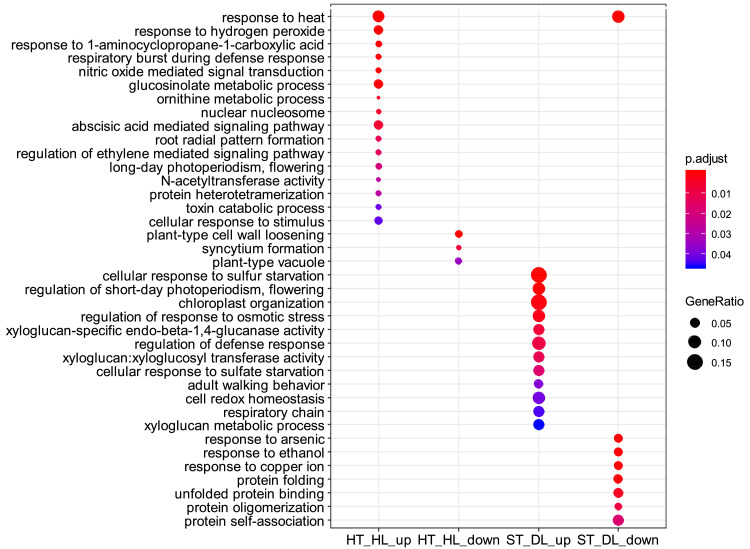
Major overrepresented biological functions of- DEGs in the endosperm of seeds from fruits ripened under different light/temperature conditions compared to standard conditions. Enriched GO Terms were identified using ClusterProfiler algorithm with a hypergeometric test and a Bonferroni *p*-value adjustment threshold set at 0.05 to control false positive rate. DL = dim light; HL = high light; HT = high temperature; ST = standard temperature.

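In the endosperm, 10 of the 15 IDs with the term response to heat in the part of Table S1 used here were tested. In HT_HL, 4 were higher and 6 lower than in ST_HL, and in ST_DL the numbers were also 4 and 6. The same gene was the only DEG in both comparisons. Solyc01g009440.3.1 had 0.411 ± 0.287 CPM (SD, n = 3) in ST_HL endosperm and 2.33 ± 1.06 (SD, n = 3) in HT_HL endosperm, a log2 fold change of 2.49 (standard error 0.54, adjusted p = 0.00721 from edgeR's quasi-likelihood test), and was lost in 1 of 17 alternatives. In ST_DL endosperm it lay near the floor of detection, with 0.0495, 0 and 0.0496 CPM in the 3 libraries, and its call as lower (adjusted p = 0.0478, same test) was lost in 10 of 15 alternatives. For unfolded protein binding, which Fig. 4 shows for the genes down-regulated in ST_DL, 4 IDs were tested, 2 higher and 2 lower, and none was a DEG. For protein folding, shown for the same genes, 2 IDs were tested, 1 higher and 1 lower, with a median log2 fold change of -0.03. For xyloglucan:xyloglucosyl transferase activity, which Fig. 4 shows for the genes up-regulated in ST_DL, the only ID tested was lower in ST_DL, with a log2 fold change of -3.37, and was not a DEG. For plant-type cell wall loosening, 0 of 3 IDs passed the filter.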

## 2 Experimental Design, Materials and Methods

### 2.1 Plant material and growth conditions

Plants of *Solanum lycopersicum* cv. Moneymaker were grown under controlled greenhouse conditions in 10 L pots containing substrate (Irish peat, perlite, coconut fiber; 50/40/10; v/v/v), watered with a nutrient solution and supplemented with 16 h of 250 µmol m^−2^ s^−1^ light. The day and night temperatures were respectively maintained at 23 °C and 20 °C. Breaker fruits (i.e. 63 DAF) were collected from the 3rd to 6th trusses and transferred to a growth chamber for 7 days under 4 different environments: standard temperature (ST, 23 °C day/20 °C night) + high light (HL, 16 h photoperiod 300 µE m^−^^2^ s^−1^), ST + dim light (DL, 16h photoperiod 25 µE m^−^^2^ s^−1^), high temperature (HT, 32 °C day/26 °C night) + HL or HT + DL. For seed vigor analyses, seeds were collected and incubated for 1 h in 0.4 g/L pectolytic enzyme solution (Lafazym CL®, Laffort, France) followed by extensive washing with water. Then, seeds were blotted dry on filter paper and rapidly dried at 43% RH under airflow at room temperature for 2d and stored in hermetically sealed bags at 4 °C prior to seed vigor tests. For RNA extraction, three replicates of 10 seeds were collected from the equatorial section of 2 different fruits for each replicate. Embryo and endosperm were hand-dissected, then immediately frozen in liquid nitrogen and stored at −80 °C.

### 2.2 Seed vigor tests

To assess final percentage of germination, triplicates of 50 dried seeds were imbibed on filter paper (Whatman No1) in 9 cm diameter Petri dishes at 20 °C in the dark, either in water for 8 days, in −0.3 MPa polyethylene glycol (PEG 8000, Sigma) solution or in 71 mM NaCl solution (equivalent to −0.3 MPa) for 15 days. Seeds were considered germinated when the radicle had protruded 1 mm from the seed coat. Germination speed in water was determined by daily scoring of germinated seeds and calculated as the time for the seed lot to reach 50% of germination (t50) using the fit of a three-parameter log-logistic model.

### 2.3 RNA extraction, library construction and sequencing

Total RNA was extracted using the NucleoSpin® RNA Plant and Fungi kit (Macherey-Nagel, Germany), according to the manufacturer instructions (protocol 5.1, sample type “alfalfa seed” for embryo and “potato tuber” for endosperm) without the 56 °C incubation step. RNA samples were quality checked using a nanodrop spectrophotometer ND-1000 (NanoDrop Technologies) and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) (OD260/280 > 2.00, OD260/230 > 2.20, RIN>6.5, 28S/18S<1.0, baseline smooth). Samples were sent to Beijing Genomics Institute (https://www.bgi.com), Hong Kong, for library preparation and sequencing on BGISEQ-500 platform, generating an average 20M reads of 50bp per sample.

### 2.4 RNA analysis and functional annotation

After quality control of fastq files using FastQC [2], high-quality reads were mapped onto the reference tomato transcriptome build SL4.0 [1] and transcript abundances were quantified with Salmon algorithm (version 0.14.1) [3] using the quasi-mapping mode and the ‘–validateMappings’ and ‘–seqBias’ options. Before mapping, the reference genome was indexed with Salmon using k-mers of length 31. Coverage estimates and statistics of the reads mapping are presented in Table 2. Differential expression of transcripts were calculated via DESeq2 [4]. Transcripts were considered differentially expressed if log_2_ fold change (FC) was above 1 or below −1 and if Benjamini-Hochberg adjusted *p*-value threshold was below 0.05. Data on total counts and differential gene expression can be found at https://data.mendeley.com/datasets/6h44fvz8x9/1. Gene Set Enrichment Analysis (GSEA) on GO Terms were performed with hypergeometric test using clusterProfiler package (v3.10.1) in R [5]. GO Terms were considered as enriched if Bonferroni adjusted p-value threshold was below 0.05. Gene Ontology (GO) annotation on SL4.0 was generated using OmicsBox (https://www.biobam.com/omicsbox/, [6]) (Table S1) and Mapman annotation was generated using Mercator v4 [7] (Table S2). The total gene enrichment analysis can be found at https://data.mendeley.com/datasets/6h44fvz8x9/1.

## CRediT Author Statement

**Elise Bizouerne:** Investigation, Data curation, Visualization, Writing- Original draft preparation **Benoit Ly Vu:** Investigation **Joseph Ly Vu:** Investigation **Julia Buitink:** Conceptualization, Methodology, Writing- Reviewing and Editing **Jerome Verdier:** Methodology **Olivier Leprince:** Supervision, Conceptualization, Writing- Reviewing and Editing

## Declaration of Competing Interest

The authors declare that they have no known competing financial interests or personal relationships which have or could be perceived to have influenced the work reported in this article.

How the deposited data were processed for this re-analysis (not part of the article)

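RNA was sequenced from embryo and endosperm of mature tomato seeds ripened under 4 combinations of temperature and light, in 26 libraries. The condition and replicate of each library were taken from its label and checked against Table 2 of the paper. The paper's germination tests were not analysed here.

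The authors checked the reads with FastQC and quantified them with Salmon 0.14.1 on the SL4.0 transcripts with the ITAG4.0 annotation, in quasi-mapping mode with a correction for sequence bias, and deposited a table of expected counts, estimated per transcript and not normalized. Salmon divides reads among similar transcripts, so values of near-identical genes depend on that division. The table holds 33976 IDs with 1 transcript each, and every one of its columns belongs to a library. The counts were rounded to whole numbers. Total counts per library lay between 20450644 and 21519318, so depth differs little between libraries. The common biological coefficient of variation was 0.365 in the embryo and 0.219 in the endosperm. Except for genes near the floor of detection, this spread between replicates limits the precision more than counting error does.

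The comparisons, their tests, the alternatives and the rule for naming genes were fixed before the data were examined. Each tissue was fitted with 1 coefficient per condition in edgeR 4.0.16 (TMM normalization, filterByExpr with a minimum count of 10 and a minimum total count of 15, quasi-likelihood F-test) under R 4.3.3. DEGs had a Benjamini-Hochberg adjusted p below 0.05 and an absolute log2 fold change above 1. The test covered 19253 genes in the embryo and 19185 in the endosperm. In the same fits, the light by temperature interaction was tested in each tissue. A fit of all libraries, with 21153 genes, tested whether the effect of each stressful condition differed between the tissues. Values per library are CPM (counts scaled to the library size) on TMM-adjusted library sizes. Principal components were computed from log2 CPM with a prior count of 2.

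The alternatives were DESeq2 1.42.0 with and without the fold threshold and on 1 tissue or all libraries, limma 3.58.1 voom with sample quality weights, RLE normalization, no filter on low counts, no fold threshold, the replicate number as a block, the percentage of duplicate reads of Table 2 as a covariate, fits of the 2 conditions compared, a fit of all 26 libraries, and leaving out each replicate. Added after the data were seen were 1 surrogate variable (svaseq, sva 3.50.0) as a covariate and a block in the fit of the 2 conditions compared.

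Whether replicate numbers pair the libraries was checked by correlating deviations from the condition means across genes. In the embryo, ST_HL and HT_DL libraries with the same number had correlations between 0.75 and 0.832 in all 4 pairs, although libraries with different numbers also reached 0.849, and the paper's text does not name what the numbers share. Embryo and endosperm libraries with the same number had correlations from 0.159 to 0.556 in ST_HL and from 0.163 to 0.432 in HT_HL. In the other comparisons with ST_HL at least 1 pair was at or below 0.1.

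The steps were tested on simulated data with 200 genes changed 4-fold per comparison. With edgeR, 71.0% of the changed genes were recovered with 2 false calls for HT_HL embryo (19253 genes simulated), 68.5% with 2 for HT_DL embryo, 86.5% with 7 for HT_HL endosperm (19185 genes simulated) and 57.5% with 5 for the tissue by HT_HL interaction (21153 genes simulated). DESeq2 recovered more, with more false calls. In the embryo it recovered 76.0% with 26 false calls for HT_HL, 83.0% with 37 for ST_DL and 77.0% with 25 for HT_DL, and in the endosperm 90.5% with 19 for HT_HL.

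The rule for named genes took, for each of the 6 comparisons, the 2 DEGs with the largest positive and the 2 with the largest negative log2 fold change among those whose groups did not overlap and whose mean was at least 10 CPM. It also took at most 2 DEGs per comparison carrying selected GO terms of Figs. 3 and 4 in the part of Table S1 used here. None of the 33976 IDs matched the RefSeq gene table used here, so the text names 3 genes that carry no description and those described in Table S1 or S2. The other genes given by the rule enter the counts over alternatives and, in the embryo, the search for single libraries far from the others. Planned tests of heat shock, histone, expansin and xyloglucan endotransglucosylase genes were left out, because the annotation was used only in part.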

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

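Only the fit with 1 surrogate variable was chosen after the results in this part were seen. For the 8 genes that the naming rule gave in the embryo, 4 of them not named in the text, and for total counts, detected genes and the share of the 10 most abundant genes, the 4 replicates of ST_HL embryo and of HT_DL embryo were searched for a library far from the other 3, and 22 such groups were tested. In 3 of them, the gap of 1 library was beyond the limit that Dixon's test passes by chance in 1 of 20 groups, where chance gives about 1.1 groups. Solyc08g062340.3.1 had 51.7 CPM in HT_DL embryo replicate 1 and between 9.25 and 15.1 in the other 3 replicates. HT_DL endosperm replicate 1 was also the highest of its group, with 15.2 against 4.72 and 4.07. Solyc09g091600.4.1 had 24.8 in ST_HL embryo replicate 4 and between 15.1 and 16.6 in the others. Solyc12g094620.3.1 had 85.9 in ST_HL embryo replicate 3 and between 47.7 and 51.0 in the others. Total counts of these libraries lay within the range of the other libraries, so depth does not set them apart. No biological explanation was tested, since the design gives none for a single library.

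The effect of light differed between the temperatures, by an interaction term, for 338 genes in the embryo, 267 of them higher and 71 lower in HT_DL than the sum of the single effects gives. Of 60 groupings of the 14 embryo libraries into conditions of the same sizes, 4 gave at least as many genes, the real one included, so chance cannot be excluded by them. The groupings did not keep the pairing of same-numbered ST_HL and HT_DL libraries. With the replicate block the count was 3224, but the block gives every condition the same shift for a replicate number. Same-numbered libraries of ST_DL and ST_HL correlated between -0.263 and -0.125, and those of HT_HL and ST_HL between -0.255 and 0.22. The block therefore does not model the pairing of ST_HL and HT_DL alone. The count without the block rested on single libraries. It was 0 without ST_DL replicate 1 or 3, 20 without ST_DL replicate 2, 1 without HT_HL replicate 1, 52 or 44 without ST_HL replicate 2 or 3, and 30 or 23 without HT_DL replicate 2 or 3. It was 2311 or 1593 without ST_HL replicate 1 or 4, and 2474 or 2151 without HT_DL replicate 1 or 4. The contrast sets ST_HL and HT_DL against ST_DL and HT_HL, and both of the former hold replicates that lie far apart. With 1 surrogate variable the count was 203, and with the share of duplicate reads as a covariate 19. A technical source therefore stays open, beside the joint effect of heat and light that the design gives.

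In the endosperm the same interaction gave 395 genes, 198 higher and 197 lower. Of 60 groupings, the real one included, 2 gave at least as many. The groupings shuffled all conditions, which also removes the single effects of heat and light. They do not test the interaction alone, so no conclusion on chance is drawn from them. The number of interaction genes was 68 or 64 without ST_DL replicate 2 or 3, and 111 without ST_HL replicate 3. It was 167 or 200 without HT_DL replicate 2 or 3, 81 without HT_HL replicate 1 and 662 without HT_HL replicate 2. With the share of duplicate reads as a covariate only 5 genes were left. That share was 61.7% to 63.2% in ST_HL, 63.6% to 64.4% in HT_HL, 64.4% to 64.5% in ST_DL and 62.6% to 64.6% in HT_DL. As it largely follows the conditions, the covariate can take up their effects. The loss therefore cannot tell a technical source from an effect of the conditions, and both stay open.

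The effect of HT_HL differed between embryo and endosperm for 167 genes, 55 with a higher log2 fold change in the embryo and 112 with a lower one. Of 40 groupings of the libraries within their tissues, 2 gave at least as many, a share at which chance cannot be excluded by them. The groupings did not keep same-numbered libraries of the tissues together. The count was 61, 102 or 48 without ST_HL endosperm replicate 1, 2 or 3, 49 or 83 without HT_HL endosperm replicate 1 or 2, and 37 or 276 without HT_HL embryo replicate 1 or 2. Embryo and endosperm replicates with the same number deviated together in ST_HL and HT_HL, and with the replicate block the count was 327. That block gives all conditions and both tissues the same shift for a replicate number, so it does not model this pairing within a condition. The effect of ST_DL differed between the tissues for 7 genes, 5 higher and 2 lower in the embryo, and 1 of 40 groupings, the real one, gave as many. The groupings shuffled all conditions within a tissue. They do not test the difference between the tissues alone, so no conclusion on chance is drawn from them. The number of genes was 1 without ST_DL embryo replicate 1 or 2, ST_DL endosperm replicate 2 or 3, or ST_HL endosperm replicate 1, 2 or 3. It was 2, 3 or 4 without ST_DL endosperm replicate 1, ST_HL embryo replicate 2 or ST_HL embryo replicate 1. The effect of HT_DL differed for 2 genes, both lower in the embryo, and 6 of 40 groupings gave as many, so chance cannot be excluded. It was 0, 5 or 1 without ST_HL endosperm replicate 2, ST_HL endosperm replicate 3 or HT_DL endosperm replicate 1. A biological difference between the tissues stays open in all 3 comparisons.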

How the results depend on the processing

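Of the alternatives, 1 surrogate variable and the block in a fit of the 2 conditions compared were chosen after the data were seen. All values are numbers of up-regulated and then down-regulated DEGs against ST_HL, numbers of interaction genes, or correlations across genes of the log2 fold changes of HT_HL and ST_DL. The values reported first were 275 and 657 (HT_HL), 18 and 95 (ST_DL) and 0 and 0 (HT_DL) in the embryo, and 609 and 513, 53 and 166, and 68 and 47 in the endosperm. The cause of a change was not tested unless stated.

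DESeq2 gave 1551 down for HT_HL, 81 and 688 for ST_DL and 5 down for HT_DL in the embryo, and 251 down for ST_DL and 150 and 109 for HT_DL in the endosperm. Of the DEGs reported first for HT_HL embryo, it called all 275 up-regulated ones and 649 down-regulated ones, and it added 89 and 902. DESeq2 with all 26 libraries gave 2083 down for HT_HL, 137 and 1124 for ST_DL and 10 and 15 for HT_DL in the embryo, and 32 up for ST_DL and 75 down for HT_DL in the endosperm. Without the fold threshold DESeq2 gave 2585 and 2741, 1075 and 1018, and 30 and 23 in the embryo and 2673 and 2244, 620 and 683, and 269 and 290 in the endosperm, for HT_HL, ST_DL and HT_DL in that order. Without it edgeR gave 1922 and 1496 for HT_HL and 218 and 172 for ST_DL in the embryo, and 2561 and 2003 for HT_HL, 327 and 396 for ST_DL and 103 down for HT_DL in the endosperm. These rises follow from dropping the threshold.

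Voom with quality weights gave 532 and 1051 for HT_HL, 65 and 247 for ST_DL and 1 down for HT_DL in the embryo, and 119 and 358 for ST_DL in the endosperm. RLE normalization gave 28 up for ST_DL embryo and left the other 11 numbers within 1.5 times. Without the filter on low counts all 12 numbers stayed within 1.5 times. The share of duplicate reads as a covariate gave 162 and 395 for HT_HL and 10 and 61 for ST_DL in the embryo, and 185 and 160 for HT_HL, 5 up for ST_DL and 22 and 112 for HT_DL in the endosperm. With all 26 libraries edgeR gave 1773 down for HT_HL, 97 and 465 for ST_DL and 6 down for HT_DL in the embryo, and 384 up for HT_HL, 19 and 58 for ST_DL and 11 and 17 for HT_DL in the endosperm. Fits of the 2 conditions only gave 373 down for HT_HL and 52 down for ST_DL in the embryo and 0 and 2 for HT_DL in the endosperm. With 1 surrogate variable there were 81 and 224 for ST_DL and 1 down for HT_DL in the embryo, and 138 and 99 for HT_DL in the endosperm.

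With the replicate block the numbers were 1955 down for HT_HL and 76 and 1056 for ST_DL in the embryo and 12 down for HT_DL in the endosperm, and the other 8 stayed within 1.5 times. In fits of the 2 conditions with the replicate block they were 0 and 0 for HT_HL, 0 and 0 for ST_DL and 5 down for HT_DL in the embryo, and 24 and 51 for ST_DL and 0 and 0 for HT_DL in the endosperm. The block leaves these fits few degrees of freedom to estimate the spread. The same fit nevertheless gave 504 and 469 for HT_HL in the endosperm, so this alone does not account for the numbers of 0. Only for HT_DL embryo did every pair of same-numbered libraries deviate together. For HT_HL embryo the correlations of such pairs lay between -0.255 and 0.22 and for ST_DL embryo between -0.263 and -0.125. In the endosperm the lowest were -0.178, -0.618 and -0.631 for HT_HL, ST_DL and HT_DL.

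The light by temperature interaction of the embryo (338 genes) gave 2535 with DESeq2, 4101 with DESeq2 and no fold threshold, 3273 with DESeq2 on all 26 libraries, 936 with voom, 513 with RLE, 112 without the filter, 629 without the fold threshold, 3224 with the replicate block, 19 with the duplicate covariate, 203 with 1 surrogate variable and 2996 with all 26 libraries. That of the endosperm (395 genes) gave 754 with DESeq2, 1902 with DESeq2 and no fold threshold, 1085 with voom, 987 without the fold threshold, 161 with the replicate block, 5 with the duplicate covariate and 56 with all 26 libraries. The tissue by HT_HL interaction (167 genes) gave 385 and, without the fold threshold, 1074 with DESeq2, 816 with voom, 367 without the fold threshold, 105 without the filter and 327 with the replicate block. The tissue by ST_DL interaction (7 genes) gave 62 and 100 with DESeq2 with and without the fold threshold, 70 with voom and 12 with the replicate block. The tissue by HT_DL interaction (2 genes) gave 15 with DESeq2, with or without the fold threshold, and 8 with voom.

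The correlation of the log2 fold changes of HT_HL and ST_DL was 0.761 in the embryo. It was 0.697 with DESeq2, 0.708 with DESeq2 on all 26 libraries, 0.132 with voom, 0.669 without the filter, 0.714 with all 26 libraries, 0.716 with the duplicate covariate and 0.123 with 1 surrogate variable. In the endosperm it was 0.132. It was 0.291 with DESeq2, 0.31 with DESeq2 on all 26 libraries and 0.341 without the filter, and it reversed to -0.209 with 1 surrogate variable and to -0.0476 without ST_HL endosperm replicate 2.

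With each library left out in turn, the ranges in the embryo were 80 to 394 and 140 to 1039 for HT_HL, 3 to 22 and 12 to 92 for ST_DL, and 0 to 0 for HT_DL. In the endosperm they were 395 to 696 and 254 to 574 for HT_HL, 28 to 35 and 55 to 127 for ST_DL, and 1 to 85 and 3 to 42 for HT_DL. The light by temperature interaction ranged from 0 to 2474 in the embryo and from 64 to 662 in the endosperm, and the tissue interactions from 37 to 276 for HT_HL, 1 to 8 for ST_DL and 0 to 5 for HT_DL. The correlation ranged from 0.70 to 0.797 in the embryo and from -0.0476 to 0.468 in the endosperm, with 0.468 without ST_DL endosperm replicate 1 and 0.342 without ST_HL endosperm replicate 1.

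The 23 log2 fold changes of named genes were recomputed 398 times in all. None changed sign, 297 kept their side of the threshold and 101 lost it. Depth limits the genes near the floor, such as Solyc01g009440.3.1 in ST_DL endosperm. Planned tests of heat shock, histone, expansin and xyloglucan endotransglucosylase genes, with their alternatives, were not run.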

Differences from the paper's values

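Among the 12 numbers of DEGs in Table 3, 8 differed by more than 1.5 times from the numbers obtained here with edgeR. The legend of Table 3 names only the adjusted p threshold, while the paper's methods add the log2 fold threshold. With DESeq2, the tool the paper's methods name, on the libraries of each tissue, 11 of the 12 came within 1.5 times of the paper's with the fold threshold and 1 of the 12 without it. The alternatives were set before the data were examined, except the fit with 1 surrogate variable and the fit of 2 conditions with the replicate block, which were chosen after seeing the values. The paper's lists of genes were not used here, so how many of its DEGs these added fits drop was not counted.

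In the embryo, the paper's number of down-regulated DEGs for HT_HL is 1561 and the number here 657. DESeq2 (1551), DESeq2 with all 26 libraries (2083), voom (1051), edgeR without the fold threshold (1496), with the replicate block (1955) and with all 26 libraries (1773) came within 1.5 times. DESeq2 without the fold threshold, RLE normalization, no filter on low counts, the duplicate covariate, the fits of 2 conditions, with or without the block, 1 surrogate variable and every library left out in turn did not. For ST_DL, the paper's number of up-regulated DEGs is 82 and the number here 18. DESeq2 (81), voom (65), the replicate block (76) and all 26 libraries in edgeR (97) came within 1.5 times, as did 1 surrogate variable (81), chosen after seeing the values, and no other alternative did. The paper's number of down-regulated DEGs for ST_DL is 692 and the number here 95. DESeq2 (688), DESeq2 without the fold threshold (1018) and all 26 libraries in edgeR (465) came within 1.5 times, and no other alternative did. For HT_DL, the paper's numbers are 1 up and 6 down and those here 0 and 0. No alternative gave 1 up, and DESeq2 (5 down) and all 26 libraries in edgeR (6 down) came within 1.5 times for the down-regulated DEGs, as did the fit of 2 conditions with the replicate block (5 down), chosen after seeing the values.

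In the endosperm, the paper's number of down-regulated DEGs for ST_DL is 253 and the number here 166. DESeq2 (251), voom (358), no filter on low counts (174) and the fit of 2 conditions (210) came within 1.5 times, as did 1 surrogate variable (214), chosen after seeing the values, and no other alternative did. For HT_DL, the paper's number of up-regulated DEGs is 153 and the number here 68, and only DESeq2 (150) and 1 surrogate variable (138), chosen after seeing the values, came within 1.5 times. The paper's number of down-regulated DEGs for HT_DL is 113 and the number here 47. DESeq2 (109), edgeR without the fold threshold (103) and the duplicate covariate (112) came within 1.5 times, as did 1 surrogate variable (99), chosen after seeing the values, and no other alternative did.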

Other observations

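In this part, the tests on endosperm genes, on total counts and on duplicate reads, and the fits with 1 surrogate variable, were chosen after the pattern they bear on was seen. The embryo libraries fell into separate clusters that the conditions do not explain. On the first principal component the scores were -51.0, 121, 126 and -43.5 for ST_HL replicates 1 to 4, -49.2, 124, 124 and -51.9 for HT_DL replicates 1 to 4, -27.4, -52.5 and -56.8 for ST_DL replicates 1 to 3, and -62.0, -35.6 and -65.6 for HT_HL replicates 1 to 3. Of the 35 ways to divide the 8 libraries of ST_HL and HT_DL into groups of 4, the division of replicates 1 and 4 from replicates 2 and 3 gave 3307 DEGs, and the other 34, the real one included, gave 0. The division with 3307 keeps same-numbered libraries together, whereas the real one parts all 4 such pairs.

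Several technical explanations for this pattern were tested. Endosperm left on the embryos would raise all abundant endosperm transcripts. For 67 genes with at least 50 CPM in the endosperm and at least 100 times less in the embryo of ST_DL and HT_HL, the median level was 0.27% and 0.646% of the endosperm level in ST_HL replicates 2 and 3 and 0.192% and 0.45% in HT_DL replicates 2 and 3. Over all embryo libraries it lay between 0.192% and 0.862%, which argues against endosperm tissue. The total counts are 21179834 and 20821552 for ST_HL replicates 2 and 3 and 20954952 and 21519318 for HT_DL replicates 2 and 3, and 3 of the other 10 embryo libraries lie inside that range, which argues against library size. Without the 100 most abundant genes the gap between these 4 libraries and the nearest other one was 76.4% of the range of the component, which argues against a few genes taking most of the counts. The duplicate percentages in Table 2 are 60.7 and 51.7 for ST_HL replicates 2 and 3 and 51.1 and 61.9 for HT_DL replicates 2 and 3, and 4 of the other 10 embryo libraries lie inside that range, which argues against duplicate reads. A batch of extraction or sequencing, a different seed stage, tissue from another source and wrong labels were not tested, as neither the labels nor the paper's text give a batch. No biological explanation was tested. For the endosperm replicates that lay apart, no such explanations were tested.

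The excess of down-regulated over up-regulated DEGs in the embryo depends on which ST_HL libraries stand for the standard condition, but it was not gone with any 2 replicates that lie together. With each of the 6 pairs of ST_HL replicates in turn as the only standard libraries, in a fit of 2 conditions, HT_HL gave 588 up and 2890 down with replicates 2 and 3, 107 and 196 with replicates 1 and 4, and at most 4 and 5 with the other pairs. ST_DL gave 326 and 3107 with replicates 2 and 3, 41 and 131 with replicates 1 and 4, and at most 4 and 39 with the others. With replicates 1 and 4, 64.7% of the DEGs of HT_HL and 76.2% of those of ST_DL were down-regulated, against 83.1% and 90.5% with replicates 2 and 3. The excess was larger with replicates 2 and 3 but not gone with replicates 1 and 4, and with 2 standard libraries at a time a share of it due to replicates 2 and 3 cannot be told apart from an effect of the conditions. As the whole cause, the difference between replicates is argued against by the fits with 1 surrogate variable, which parts replicates 2 and 3 of ST_HL and HT_DL from the other embryo libraries. With it, HT_HL gave 327 up and 725 down and ST_DL 81 and 224, and with each embryo library left out in turn the down-regulated share never fell below 64.8% for HT_HL and 68.3% for ST_DL. A binomial reading of the shares with replicates 1 and 4, set after they were seen, was dropped, because genes called from the same libraries are not independent. With DESeq2, HT_HL gave 272 up and 425 down with replicates 1 and 4 and 680 and 3041 with replicates 2 and 3. ST_DL gave 78 and 150, and 385 and 2946. With the other pairs, DESeq2 gave 145 to 426 up and 557 to 887 down for HT_HL. For ST_DL it gave 38 to 92 up and 301 to 490 down. The low numbers with these pairs were thus seen with edgeR and not with DESeq2.

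Whether other divisions of the same libraries give as many DEGs was counted for each comparison with ST_HL. In the embryo, 1 of 35 divisions, the real one, gave as many DEGs for HT_HL, and likewise 1 of 35 for ST_DL, so chance can be excluded at that level. For HT_DL all 35 gave at least the 0 observed. In the endosperm, 1 of 10 gave as many for HT_HL, 1 of 10 for ST_DL and 2 of 10 for HT_DL. With 10 divisions the share cannot fall below 0.1, so chance cannot be excluded by this count alone, although the other 9 divisions gave at most 1 DEG for HT_HL and 0 for ST_DL. For HT_DL endosperm, grouping ST_HL replicate 1 with HT_DL replicates 1 and 2 gave 158 DEGs, more than the 115 of the real groups.

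A hypothesis from these data is that heat and dim light shift many of the same genes in opposite directions, so that their combination in HT_DL leaves fewer DEGs than heat alone. In the endosperm, 55 genes were up-regulated in HT_HL and down-regulated in ST_DL and 12 the reverse, while 1 was up-regulated in both and 2 down-regulated in both. In the embryo, 20 were up in HT_HL and down in ST_DL, 3 the reverse, 0 up in both and 3 down in both. Both comparisons share the ST_HL libraries, which alone makes log2 fold changes correlate. In 20 simulations, every library, ST_HL included, was drawn gene by gene around the ST_HL means. The correlation across genes was between 0.472 and 0.557 in the endosperm and between 0.365 and 0.432 in the embryo. No gene was called in both comparisons. The simulated libraries lack shifts shared by many genes of a library, which the embryo replicates show. These ranges may therefore be too narrow, and a value outside them does not decide on the hypothesis. The observed correlation was 0.132 in the endosperm, below that range, and 0.761 in the embryo, above it. By rank (Spearman), it was -0.16 in the endosperm against 0.442 to 0.472 in the simulations and 0.31 in the embryo against 0.368 to 0.394, so in the embryo the side of the range depends on the measure. It also depends on the setting, with 0.132 in the embryo by voom, and without ST_DL endosperm replicate 1 the endosperm value was 0.468, close to the lower end of its range. With 1 surrogate variable it was -0.209 in the endosperm and 0.123 in the embryo. Genes are not independent replicates.

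The main effects of heat and of dim light, each averaged over the levels of the other factor, do not share this bias when groups are of equal size. Across 19185 genes in the endosperm they correlated at -0.607, and 2 of 100 groupings of the libraries, the real one included, gave a correlation as low. That share is below the 5% used for the other groupings, but the rule set for this test required that no other grouping reach the value, and 1 did. By that stricter rule the hypothesis and chance cannot be told apart, and the hypothesis stays open. Across 19253 genes in the embryo the correlation was -0.742, and 10 of 100 groupings gave one as low, with a median of -0.187 and a range over the groupings from -0.912 to 0.729, so there too they cannot be told apart. The embryo groups are of unequal size, and the groupings did not keep the pairing of same-numbered ST_HL and HT_DL libraries. Solyc08g062340.3.1 moved in opposite directions with heat and dim light in both tissues. Its mean CPM was 323, 45.8, 22.5 and 4.92 in HT_HL, ST_HL, HT_DL and ST_DL embryo and 202, 50.6, 7.98 and 2.55 in the endosperm. The mean in HT_DL stayed below ST_HL in both, so for this gene the shifts did not cancel. In HT_DL embryo, replicate 1 had 51.7 and the others between 9.25 and 15.1. The gene was picked by its fold changes and is no independent test.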
